# Global gene expression and chromatin accessibility of the peripheral nervous system in animal models of persistent pain

**DOI:** 10.1186/s12974-021-02228-6

**Published:** 2021-08-26

**Authors:** Kimberly E. Stephens, Weiqiang Zhou, Zachary Renfro, Zhicheng Ji, Hongkai Ji, Yun Guan, Sean D. Taverna

**Keywords:** Pain, Epigenetics, ATAC-seq, RNA-seq, Chromatin accessibility, Dorsal root ganglion, Nerve injury, Inflammation

## Abstract

**Background:**

Efforts to understand genetic variability involved in an individual’s susceptibility to chronic pain support a role for upstream regulation by epigenetic mechanisms.

**Methods:**

To examine the transcriptomic and epigenetic basis of chronic pain that resides in the peripheral nervous system, we used RNA-seq and ATAC-seq of the rat dorsal root ganglion (DRG) to identify novel molecular pathways associated with pain hypersensitivity in two well-studied persistent pain models induced by chronic constriction injury (CCI) of the sciatic nerve and intra-plantar injection of complete Freund’s adjuvant (CFA) in rats.

**Results:**

Our RNA-seq studies identify a variety of biological process related to synapse organization, membrane potential, transmembrane transport, and ion binding. Interestingly, genes that encode transcriptional regulators were disproportionately downregulated in both models. Our ATAC-seq data provide a comprehensive map of chromatin accessibility changes in the DRG. A total of 1123 regions showed changes in chromatin accessibility in one or both models when compared to the naïve and 31 shared differentially accessible regions (DAR)s. Functional annotation of the DARs identified disparate molecular functions enriched for each pain model which suggests that chromatin structure may be altered differently following sciatic nerve injury and hind paw inflammation. Motif analysis identified 17 DNA sequences known to bind transcription factors in the CCI DARs and 33 in the CFA DARs. Two motifs were significantly enriched in both models.

**Conclusions:**

Our improved understanding of the changes in chromatin accessibility that occur in chronic pain states may identify regulatory genomic elements that play essential roles in modulating gene expression in the DRG.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-021-02228-6.

## Introduction

Despite intense research efforts to develop novel analgesic classes, few novel molecular targets have been successfully translated into effective pain therapy [1]. While non-steroidal anti-inflammatory drugs and opioids continue to be the most effective drugs commonly prescribed for the treatment of persistent pain, they have been associated with significant adverse effects. Therefore, increased attention is now focused on genetic and epigenetic mechanisms as an avenue to identify new druggable targets [2, 3].

Current evidence supports the association between changes in gene expression and the transition from acute to chronic pain states in a number of preclinical and clinical models [4, 5]. However, as these models are developed using nerve injury, administration of chemical agents, or evoking a significant inflammatory response, difficulties arise when disentangling gene expression profiles due to the effects of pain behaviors versus the initiating insults. Another factor that complicates the interpretation of transcriptional changes across different pain states is that existing microarray datasets from various preclinical models of persistent pain suffer from poor accuracy for genes expressed in low abundance and at lower coverage. Since these limitations can largely be overcome with newer RNA-seq approaches, the use of RNA-seq to identify shared changes in gene expression in disparate preclinical models is a promising strategy to identify pain-specific gene expression changes.

Chromatin structure is a well-known regulator of gene transcription across eukaryotic organisms [6, 7]. However, chromatin structure in the peripheral nervous system (PNS) remains poorly understood. Intriguingly, recent work has indicated the involvement of epigenomic changes in the regulation of gene expression in the dorsal root ganglion (DRG), which contains the soma of peripheral sensory neurons, in a preclinical model of neuropathic pain [8]. Long-term changes to gene expression patterns likely depend upon modifications to chromatin structure in post-mitotic neurons as well [9]. Thus, changes in chromatin structure at DNA regulatory regions in DRG neurons likely foster long-term changes in membrane potential and excitability, and thus, promote maintenance of persistent pain states. Histone acetylation and DNA methylation have been identified in persistent pain models, and our improved understanding of these and other epigenetic mechanisms through which aberrant gene expression could occur in the PNS unveil early molecular events that underlie the maintenance of chronic pain states and inform novel analgesic treatments.

Here, we used both RNA sequencing and the Assay for Transposase-Accessible Chromatin by sequencing (ATAC-seq) to identify patterns of genome-wide chromatin accessibility and gene transcription in the lumbar DRGs employing two widely used rodent models of neuropathic and inflammatory pain. The differences in chromatin accessibility observed between naïve and pain states in each model allowed us to identify regulatory DNA sequences and putative transcription factors that may drive the changes in gene expression associated with hyperalgesic states. Our integrative approach allowed us a greater understanding of the transcriptional and epigenetic basis of chronic pain in the DRG and identified novel biological processes and regulatory intermediates that may lead to the long-term transcriptional changes associated with persistent pain in the PNS.

## Methods

### Animals

Adult male Sprague-Dawley rats (12 weeks old; Harlan Bioproducts for Science, Indianapolis, IN) were allowed to acclimate for a minimum of 48 h prior to any experimental procedures. Animals had access ad libitum to food and water.

### Establishment of pain models

#### CCI of sciatic nerve

Chronic constriction injury (CCI) surgery to the sciatic nerve was performed as previously described [10]. Under 2–3% isoflurane, a small incision was made at the level of the mid-thigh. The sciatic nerve was exposed by blunt dissection through the biceps femoris. The nerve trunk proximal to the distal branching point was loosely ligated with four 4-O silk sutures placed approximately 0.5 mm apart until the epineurium was slightly compressed and minor twitching of the relevant muscles was observed. The muscle layer was closed with 4-O silk suture and the wound closed with metal clips. Pain-related behaviors are highly variable during the first 7 days after CCI, become more consistent, and peak at day 14 before returning to baseline levels 4–6 weeks after surgery [10].

#### Intraplantar injection of CFA

Complete Freund’s adjuvant (CFA) (Sigma-Aldrich, St. Louis, MO) was diluted 1:1 with sterile 0.9% saline to produce a 0.5 mg/ml emulsion. Under 2–3% isoflurane, the plantar surface of each hind paw was cleaned and injected with 100 μl of the 50% CFA emulsion using a 27-guage hypodermic needle. Following CFA injection, mechanical hypersensitivity rapidly developed in the ipsilateral hind paw within 2–6 h and persists for 1–2 weeks [11]. Rats were given 48 h from the time of injection for the persistent hypersensitivity to reach its peak level and stabilize. All animals underwent behavior testing to verify presence of hind paw mechanical hypersensitivity using von Frey monofilaments [12]. Any animal that did not show a 50% reduction of paw withdrawal threshold from the pre-injury baseline (i.e., the criteria for the presence of mechanical hypersensitivity) at 14 days for sciatic nerve CCI or 48 h after CFA injection were not used. Absence of mechanical hypersensitivity was verified in all naïve animals.

### RNA-sequencing and data processing

#### RNA isolation

Total RNA was extracted from pooled ipsilateral lumbar (L4–6) DRGs from one rat using the QIAGEN RNeasy Mini Prep Kit (QIAGEN, Valencia, CA) with on-column DNase digestion (QIAGEN, Valencia, CA) according to manufacturer’s instructions. RNA concentration was measured using the Nanodrop ND-2000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA) and RNA integrity was assessed using RNA Nano Eukaryote chips in an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA).

#### RNA-seq library construction and sequencing

Five hundred nanograms of total RNA per sample was used to construct sequencing libraries (*n* = 1 rat/sample). Strand-specific RNA libraries were prepared using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA) after poly(A) selection by the NEBNext poly(A) mRNA Isolation Module (New England Biolabs, Ipswich, MA) according to manufacturer’s instructions. Samples were barcoded using the recommended NEBNext Multiplex Oligos (New England Biolabs). Size range and quality of libraries were verified on the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). RNA-seq libraries were quantified by qPCR using the KAPA library quantification kit (KAPA Biosystems, Wilmington, MA). Each library was normalized to 2 nM and pooled in equimolar concentrations. Paired-end sequencing was performed in a single lane on an Illumina HiSeq2500 (Illumina, San Diego, CA). Two independent biological replicates of 1 rat per group were run for a total of 6 libraries. Libraries were sequenced to an average depth of 33.9 million reads per sample.

#### RNA-seq data analysis

Sequencing reads were aligned to annotated RefSeq genes in the rat reference genome (rn6) using HISAT2 [13], filtered to remove ribosomal RNA, and visualized using the Integrative Genomics Viewer [14]. A gene count matrix that contained raw transcript counts for each annotated gene were generated using the *featureCounts* function of the Subread package in R [15] against the Ensemble rn6 transcriptome. This count matrix was then filtered for low count genes so that only those genes with > 0 reads across all samples were retained. We relied on the automatic and independent filtering used by DESeq2 to determine the most appropriate threshold for removing genes with low counts [16].

To identify genes that were differentially regulated following nerve injury, raw transcript counts were normalized, log_2_ transformed, and analyzed using the default procedures in DESeq2 [16]. All downstream analyses on RNA-seq data were performed on data obtained from DESeq2. Adjusted *p* values were corrected using the Benjamini-Hochberg method. An adjusted *p* value < 0.05 and an absolute log_2_ fold change > 0.5 were used to define differentially expressed transcripts between naive and each of the chronic pain models. DESeq2 adjusts for multiple testing by implementing the procedures of Benjamini and Hochberg [16]. Genes with differential expression between groups were then included in gene ontology (GO) and pathway analysis to infer their functional roles and relationships. GO analysis for enriched GO biological processes in each set of differentially enriched genes (DEGs) identified by DESeq2 was performed using Metascape [17]. We previously validated our RNA-seq data using qPCR in biological replicates [5].

### ATAC-seq library preparation

Immediately following dissection, the ipsilateral lumbar (L4–L6) DRGs from one rat were transferred directly to cold lysis buffer (0.32 M sucrose, 5 mM calcium chloride, 3 mM magnesium acetate, 10 mM Tris-hydrochloride, pH 8.0, 0.1% Triton X-100, 1 mM dithiothreitol, 5 mM sodium butyrate, 1 mM phenylmethylsulfonyl fluoride). Nuclei were isolated through dounce homogenization of the tissue in lysis buffer followed by sucrose gradient ultracentrifugation (1.8 M sucrose, 3 mM magnesium acetate, 1 mM dithiothreitol, 10 mM Tris-hydrochloride, pH 8.0, 5 mM sodium butyrate, 1 mM phenylmethylsulfonyl fluoride) at 139,800×*g* at 4 °C for 1 h to remove mitochondrial DNA. The nuclei were resuspended in 1× phosphate-buffered saline and counted 3 times using a Neubauer chamber. Tagmentation by Tn5 was performed using reagents from the Nextera DNA Sample Preparation Kit (FC-121-1030, Illumina; San Diego, CA) as previously described [18]. Each 50 μl reaction contained 50,000 nuclei, 25 μl 2× Tagmentation Buffer, and 2.5 μl TDE1 enzyme and incubated at 37 °C for 30 min. Tagmented DNA was immediately purified using the Clean and Concentrate-5 Kit (Zymo, Irvine, CA) and eluted in 10 μl elution buffer. Tagmented DNA fragments were amplified using Nextera Index adapters, polymerase chain reaction (PCR) primer cocktail, NPM PCR master mix, and 10 cycles of PCR. Each library was purified using Agencourt AMPure XP beads (Beckam Coulter, Atlanta, GA). The fragment distribution of each library was assessed the using the High Sensitivity DNA Kit on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). Libraries were quantified prior to sequencing using the Qubit DNA High Sensitivity kit (ThermoScientific, Waltham, MA) and normalized to 2 nM and pooled in equimolar concentrations. Libraries were sequenced using paired end, dual-index sequencing on an Illumina HiSeq 2500 (Illumina, San Diego, CA) which produced 50 base pair reads. Six independent biological replicates of 1 rat/sample were prepared for each of the CCI and CFA groups and 3 independent biological replicates were prepared for the Naïve group for a total of 15 libraries.

### ATAC-seq data processing

The paired-end reads were trimmed using Trimmomatic [19] to remove adaptors. The trimmed reads were then aligned to rat genome rn6 using Bowtie2 [20] with the following parameters -X2000 --no-mixed --no-discordant. Reads with mapping quality score less than 10 were removed using SAMtools [21] and duplicated reads were removed using the MarkDuplicates function in Picard (http://broadinstitute.github.io/picard/). Aligned reads were shifted 4 nucleotides upstream for the 5′ end and 5 nucleotides downstream for the 3′ end to remove potential artifacts of Tn5 transposase binding. Tn5 transposase insertion sites were identified by trimming each read to the 5′ end. Bedtools *slop* was used to extend the insertion site by 75bp upstream and downstream [22]. Reads for each sample were downsampled to 49 million insertion sites to account for differences in sequencing depth. ATAC-seq peaks for each sample were called on the down-sampled bed files using *callpeak* function of Model-based Analysis of ChIP-seq (MACS2) and the parameters –nomodel –extsize 150 -B –keepdup all –call-summits. Bigwig files were also generated from the down-sampled bed files for visualization in Integrative Genomics Viewer [14]. To improve our confidence in the selection of accessible regions in the dataset, accessible regions were only considered for downstream analysis if the region was called by MACS2 in at least 50% of all samples from that group. A consensus peakset was then determined by the overlap of these regions.

The number of reads that aligned to each peak were counted and differential accessibility at each peak between the CFA and Naïve group and the CCI and Naïve group were determined using the *limma* package (version 3.38.3) in R (version 3.5.1) [23]. A *p* value < 0.001 was used to define differentially accessible peaks between naïve and each of the chronic pain models. The genomic feature and the nearest annotated gene were determined using the *annotatePeaks.pl* function with the Hypergeometric Optimization of Motif Enrichment (HOMER) algorithm (version 4.11.1) [24]. De novo sequence motif discovery was to identify over representation of transcription factor binding sites within differentially accessible regions (DAR)s using the *findMotifsGenome.pl* function within HOMER [24].

### Cell culture

HEK293 cells were purchased from the American Type Culture Collection (CRL-1573™; Rockville, MD). Cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM, Sigma, St. Louis, MO) supplemented with 10% fetal calf serum and penicillin-streptomycin and incubated at 37 °C in a humidified environment containing 5% CO_2_. Cells with low passage numbers (i.e., < 20) were used for all experiments.

### Cloning

Luciferase reporter constructs were constructed by cloning a candidate enhancer region into the pGL3 promoter vector (Promega; Madison, WI). Each region was inserted using standard restriction enzyme-based cloning techniques. The regions were obtained by PCR of rat genomic DNA. The 5′ end of the primers were modified to contain BglII (Forward primer) and MluI (reverse primer) restriction sites (Supplemental Table 1). PCR was performed using the Pfu Turbo polymerase (Agilent Technologies; Palo Alto, CA) and touchdown thermocycling. The PCR products were digested and ligated into the BglII (AGATCT) and MluI (ACGCGT) restriction enzyme sites of the pGL3-Promoter luciferase vector (Promega; Madison, WI). The ligated products were transformed into chemically competent DH5α cells using ampicillin (100 μg/ml) to select for the recombinant plasmid-positive colonies. All constructs were verified by restriction enzyme digest and Sanger sequencing.

### Transfection and luciferase assays

HEK293 cells were seeded at 20,000 cells/well in 48-well plates in 250 μl of complete media and grown to 60–70% confluence. Cells were then transfected with each reporter construct (450 ng) and 50 ng pGL4.74 Renilla luciferase expression vector (Promega; Madison, WI) using ViaFect Transfection Reagent (Promega; Madison. WI) in 25 μl Opti-MEM (ThermoScientific, Waltham, MA) with a 4:1 ratio in 250 μl complete medium. The transfection efficiency of HEK293 cells was evaluated by transfecting cells with EGFP-N1 (Clontech; Mountain View, CA) in parallel reactions. 48 h post transfection, Firefly and Renilla luciferase activities were measured using the Dual-Glo Luciferase reporter assay system (Promega). Firefly luciferase activities were normalized to the Renilla luciferase activity and expressed as the relative fold difference of the empty pGL3 promoter vector. Each luciferase construct was tested in quadruplicate.

## Results

### Differential gene expression changes after injury in neuropathic pain and inflammatory pain models

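RNA-seq counts the polyadenylated transcripts of a tissue gene by gene. The libraries analysed here are the 2 CFA libraries, each prepared from the ipsilateral lumbar DRGs of 1 rat, 48 h after complete Freund's adjuvant was injected into the hind paw. The naïve and CCI libraries were not analysed here, so no difference in expression between groups was tested. The authors aligned the reads to rn6 with HISAT2, removed ribosomal RNA and counted reads on Ensembl genes with featureCounts, and they deposited these counts without normalization. The counts on genes summed to 10520647 in CFA replicate 1 and to 28825688 in CFA replicate 2. These 2 totals average 19.7 M counts, while the paper reports an average depth of 33.9 M reads per sample, and the values given here use the counts on genes. At least 1 count was found for 21122 genes in either library and for 18548 genes in both. Counts were scaled to the library total and are given as CPM, and values are given as the mean ± SD of the 2 libraries. CPM is not corrected for transcript length, so a difference in CPM between genes is not one in transcript number alone. Across the 21122 genes, which are not independent replicates, log2(CPM + 1) correlated between the libraries with a Pearson r of 0.996. Among the 15115 genes with at least 10 counts in both libraries, the SD of the log2 ratio between the libraries was 0.29, and 92.4% of these genes differed by less than 0.5. The neurofilament genes Nefm and Nefl had the highest counts, with 11580 ± 8.38 CPM and 9676 ± 162 CPM. The 5 genes with the highest counts, which also include Map1b, Nefh and the Ensembl gene ENSRNOG00000003171 that Supplemental Tables 2 and 3 do not name, took 4.45% of the counts in CFA replicate 1 and 4.76% in CFA replicate 2.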

To determine how gene expression is altered in the lumbar DRG following the establishment of two widely used rat models of persistent pain, we compared RNA-seq data obtained 14 days following nerve injury (i.e., CCI model) to naïve rats and 48 h following hind paw inflammation (i.e., CFA) to naïve rats (Fig. 1A). Principal component analysis (PCA) shows clear segregation of the transcriptomes from the CCI and CFA pain models and naïve rats (Fig. 1B). The first two principal components accounted for a total of 91%.

**Fig. 1:**
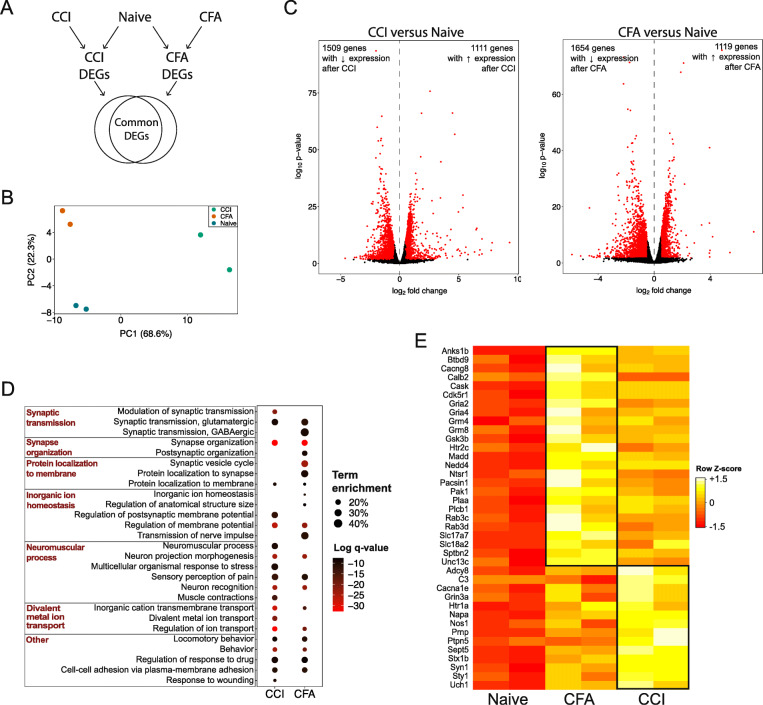
Changes in gene expression in the rat DRG in 2 models of chronic pain. **A** Schematic of experimental setup. **B** PCA plot of RNA-seq samples. **C** Volcano plots of differential gene expression between CCI and naïve groups (left) and CFA and Naïve groups (right). Points highlighted in red indicated genes with differential expression as defined by an adjusted *p* value < 0.05 and a log_2_fold change > |0.5|. **D** Dot plot comparing the significant biological processes identified from the lists of upregulated genes differential expressed in each pain group (i.e., CCI compared to naïve control, CFA compared to naïve control). The log *q* value for each term is indicated by color of each circle and the term enrichment (i.e., number of DEGs/total number of genes identified for that biological process) is indicated by size of the circle. **E** Heatmap indicating CCI- and CFA-specific genes with roles in pre-synaptic plasticity that were significantly upregulated in each pain model compared to naïve control. *CCI* chronic constriction injury, *CFA* complete Freund’s adjuvant, *DEG* differentially expressed gene

Compared to naïve rats, we identified 2620 (17.8%) DEGs in the DRG following CCI. Of these 2620 DEGs, 1111 (42.4%) genes were upregulated following CCI as compared to naïve and 1509 (57.6%) genes were downregulated (Fig. 1C). Gene ontology analysis of the 1111 upregulated genes indicated that neuronal-activity related biological processes including synapse organization, regulation of ion transport, modulation of chemical synaptic transmission, and sensory perception of pain were among the biological processes that were statistically enriched (Fig. 1D). Following CFA, we identified 2773 (18.8%) genes that were differentially expressed in the DRG when compared to naïve rats. Of these 2773 DEGs, 1119 (40.4%) genes were upregulated and 1654 (59.6%) genes were downregulated (Fig. 1C). As expected, gene ontology analysis of the 1119 upregulated genes revealed neuronal- and pain-related biological processes including synaptic vesicle cycle, regulation of membrane potential, and transmission of nerve impulse were among the biological processes that were statistically enriched (Fig. 1D). CCI- and CFA-specific changes in gene transcription that are important in pre-synaptic activity are shown in Fig. 1E.

### Shared differential expression of genes in CCI and CFA models

A total of 1960 genes (13.3% of the 14,742 genes examined) were differentially expressed in both pain models with 752 genes (38.4%) upregulated and 1198 genes (61.1%) downregulated (Fig. 2A; Supplemental Table 2). 

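Supplemental Table 2 gives for each shared gene a mean normalized count over the groups and a log2 fold change for each pain model, from which a normalized count after CFA follows. The copy used here lists 1949 genes, 751 upregulated and 1198 downregulated, and the paper's own totals are 1960, 752 and 1198. The counts of the 2 CFA libraries were scaled by the median of ratios, with size factors of 0.608 and 1.65, and averaged. Over the 1892 listed genes with at least 10 counts in both libraries, the level derived from the paper's table and the level in the deposited counts differed with an SD of 0.02 on the log2 scale after 1 common scaling factor, and 99.3% of the genes lay within 0.1. The paper's values come in part from these same 2 libraries, so the comparison shows only that the table and the counts describe the same CFA data. The shared upregulated genes had a median level of 93.6 CPM after CFA and the shared downregulated genes 10.8 CPM. The median was 9.09 CPM over all 21122 genes with counts and 21.4 CPM over the 15115 genes with at least 10 counts in both libraries. The part of transcript length in these differences was not tested. The upregulated genes held 19.1% and 20.0% of the counts of the 2 libraries and the downregulated genes 4.69% and 4.4%. Of the downregulated genes, 54 had fewer than 10 counts in at least 1 library, compared with 3 of the upregulated genes.

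**Figure D1:**
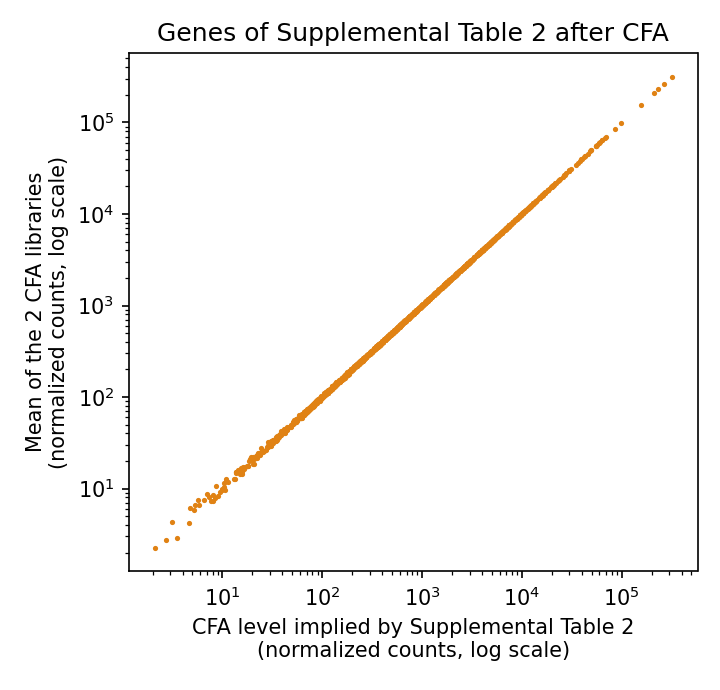
Normalized counts after CFA for the genes of Supplemental Table 2, each point a gene, with the level derived from the paper's table on the x-axis and the mean of the 2 CFA libraries on the y-axis, both on a log scale. The points follow the diagonal, with 99.3% of the genes with at least 10 counts in both libraries within 0.1 on the log2 scale.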

GO analysis of the 752 upregulated genes showed significant enrichment among a variety of biological processes related to synapse organization and membrane potential (Fig. 2B top). GO analysis of the 1198 downregulated transcripts show significant enrichment among biological processes involved in transmembrane transport and ion binding (Fig. 2B bottom).

**Fig. 2:**
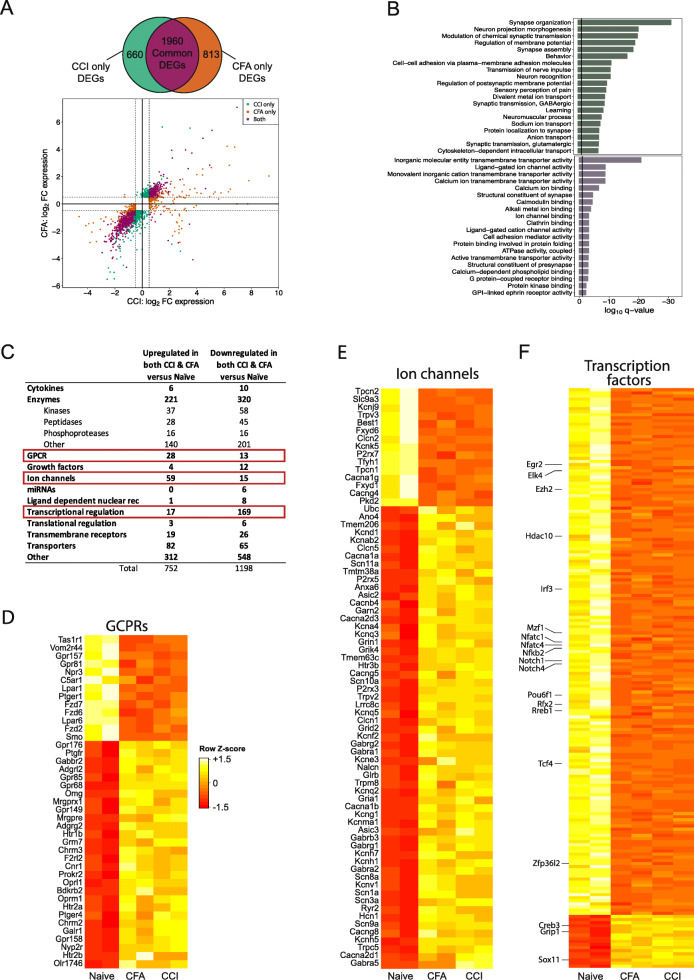
Shared DEGs following CCI and CFA in the rat DRG. **A** Venn diagram shows the number of genes that are differentially expressed after CCI versus naïve (green), CFA versus naïve (orange), or in both models (purple). Log_2_FC expression of DEGs after CCI (*x*-axis) and after CFA injection (*y*-axis). Threshold of |log_2_FC| > 0.5 (dashed lines) with an FDR < 0.05 designates DEGs after CCI (green), CFA injection (orange), or DEGs found in both models (purple). **B** Bar plot showing the top 20 GO biological processes significantly enriched in DEGs upregulated (top; green bars) and downregulated (bottom; purple bars) in both the CCI and CFA pain models. **C** Table which shows the number of DEGs whose gene product is a member of each type of protein. For all common DEGs, the type of each gene product was identified for all DEGs upregulated and downregulated. A greater number of gene encoding GCPRs and Ion channels are upregulated in both models than the number downregulated. The data for these genes are provided in (**D**) and (**E**). A lower number of genes encoding transcriptional regulators are upregulated in both pain models than the number downregulated. The data for these genes are provided in (**F**). **D**–**F** Heatmaps showing the DEGs that are in common following both CCI and CFA models of chronic pain for genes that encode GCPRs (**D**), ion channels (**E**), and transcriptional regulators (**F**). Colors in each row represent normalized gene counts for a single gene across the 2 biological replicates for each of the naïve, CFA, and CCI groups. *CCI* chronic constriction injury, *CFA* complete Freund’s adjuvant, *DEG* differentially expressed gene, *FC* fold change, *FDR* false discovery rate, *GO* gene ontology

The numbers of upregulated genes that encoded GPCRs (Fig. 2C, D) and ion channels (Fig. 2C, E) were markedly higher than those of downregulated genes. Among the 28 GPCR genes upregulated following CCI and CFA, several are known to be involved in abnormal generation of action potentials and altered pain thresholds (e.g., Gal1r, Gabbr2, Grm7, Gpr158, Chrm2, Chrm3, Cnr1, Oprl1, Oprm1, Mrgpre) as well as clinical pain conditions such as neuralgia (e.g., Htr2a, Htr2b, Ptger4, Mrgprx1) (Fig. 2D) [25–35]. Conversely, of the genes identified as transcriptional regulators, the number downregulated was 10-fold higher than the number upregulated (Fig. 2C, F; Supplemental Table 3).

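All 14 GPCR genes listed by name had at least 10 counts in both CFA libraries. Their levels ranged from 1.06 to 231 CPM, with a median of 16.9 CPM. The highest was Gabbr2 (ENSRNOG00000008431) at 231 ± 8.86 CPM (SD, n = 2), followed by Gpr158 at 146 ± 10.7 CPM and Oprl1 at 63.4 ± 3.44 CPM. The cannabinoid receptor gene Cnr1 reached 40.1 ± 5.36 CPM and the opioid receptor gene Oprm1 22.1 ± 4.20 CPM. Galr1, which the paper writes as Gal1r, had 9.74 ± 1.54 CPM. The lowest was Htr2b (ENSRNOG00000017625) at 1.06 ± 0.377 CPM, from 14 counts in CFA replicate 1 and 23 in CFA replicate 2, so its level rests on few reads. Reads of Mrgprx1 and Mrgpre, members of a receptor gene family with similar sequences, can be split by read counting, which leaves their 17.7 ± 0.995 CPM and 11.4 ± 0.189 CPM less certain.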

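Supplemental Table 3 lists 186 transcriptional regulators, 17 upregulated and 169 downregulated after CFA. In the 2 CFA libraries the 17 upregulated regulators had a median level of 89.5 CPM, and the 169 downregulated regulators a median of 9.21 CPM. The middle 50% of the downregulated regulators lay between 4.90 and 21.8 CPM, and that of the upregulated regulators between 21.1 and 257 CPM. The medians of the separate libraries were 85.6 and 93.4 CPM for the upregulated regulators and 10.2 and 9.05 CPM for the downregulated ones. Of the downregulated regulators, 2 had fewer than 10 counts in at least 1 library.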

Of note, 10 genes (i.e., Myot, Ca3, Tnnc2, Ankrd23, Eno3, Casq1, Tpm2, Pygm, RT1-Da, Des) were upregulated after CCI and downregulated after CFA. The majority of these genes are involved in the function and maintenance of skeletal muscle and would be expected to be upregulated following our surgical dissection of the *biceps femoris*, and injury to axons that innervate muscle tissues in the CCI model [36, 37].

### ATAC-seq provides a high-resolution chromatin accessibility profile of the rat DRG

Given our findings of gene expression changes in two persistent pain models with different etiologies, we hypothesized that these transcriptional changes were a result of dynamic chromatin occupancy in DRG cells which change the accessibility to *cis*-regulatory elements for transcriptional machinery. Therefore, we performed ATAC-seq of rat DRGs to determine the genome-wide dynamics of chromatin accessibility of the DRG in naïve rats and in the two pain models. 

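The assay for transposase-accessible chromatin (ATAC-seq) uses the Tn5 transposase to insert adapters into open DNA, so the number of insertions in a region measures its accessibility. The 15 libraries, each from the ipsilateral lumbar DRGs of 1 rat, comprise 6 CCI libraries at 14 days, 6 CFA libraries at 48 h and 3 naïve libraries. According to the sample labels, all naïve and CFA libraries and CCI replicates 1 and 2 were sequenced in 2 runs, and CCI replicates 3 to 6 in 1 run. The authors aligned the reads to rn6 with Bowtie2, removed duplicates and reads of low mapping quality, shifted the reads for the Tn5 offset, downsampled each sample to a common number of insertion sites, called peaks per sample with MACS2 and counted reads in consensus regions. They deposited normalized coverage in 2 tables, CCI with naïve and CFA with naïve, in which the runs of a library form 1 column. The names of 2 CFA columns also label RNA-seq samples, so these 2 libraries carry no replicate number here and are called CFA a and CFA b. The values lie on a log2 scale, from 0 to 12.53 in the CCI table and from 0.44 to 12.8 in the CFA table, and the columns of a table share 1 distribution. The tables were normalized separately, so each comparison was made within its own table. Read counts per region were not used here, and the depth of each library is therefore unknown. The order of the values is kept by the normalization, so the number of distinct values below a region gives a step that rises with its read count. The ratio of the 90th to the 25th percentile of these steps, here called the signal ratio, describes how far the high regions of a library stand above its low regions. It was 9.11 ± 1.14 in the naïve libraries (SD, n = 3), 9.07 ± 0.679 in the CFA libraries (n = 6) and 6.36 ± 1.04 in the CCI libraries (n = 6). The highest CCI library reached 7.77 and the lowest naïve library 7.97. Each pain model was compared with naïve by limma, on the deposited values, at the paper's threshold of an unadjusted p of 0.001.

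**Figure D2:**
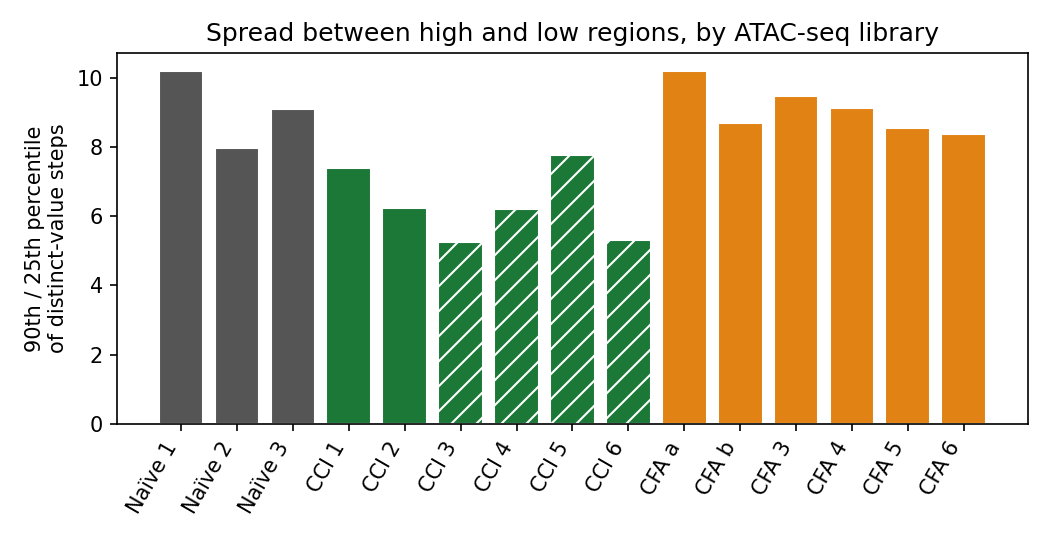
Signal ratio (90th over 25th percentile of the distinct-value steps, no unit) of each ATAC-seq library, with naïve in grey, CCI in green and CFA in orange, and hatching for the libraries sequenced in 1 run. The 6 CCI libraries lie between 5.24 and 7.77, below all naïve and CFA libraries.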

Ninety to 94% of paired-end reads mapped to the rat reference genome and provided an average mapping depth of 17.8 million reads per sample. This represents an average of 35.6 million insertion sites per sample.

We identified a total of 97,485 peaks across all groups (i.e., Naïve, CCI, CFA). Between 53 and 69% of the peaks called in each group were found in only one sample in each group (Supplemental Figure 1). Therefore, to increase our confidence that we were identifying true regions of open accessibility, we retained 56,810 accessible regions that were identified at least half of the samples in each group for use in all downstream analysis. 

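Both deposited tables list 56810 consensus regions with the same coordinates on rn6. The regions are 149 to 4060 bp wide, with a median width of 549 bp, and together cover 36.8 Mb. The X chromosome holds 955 of them and the Y chromosome 11. In which samples or groups each region had been called as a peak was not analysed here.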

With 33,628 regions (57.4% of consensus regions), we found that the CCI group had the smallest number of accessible sites. The CFA group had 46,238 (81.4%) accessible regions and the naïve group had 45,399 (79.9%) accessible regions.

To determine the reproducibility among replicates, we performed principal component analysis and calculated Pearson correlation coefficients. 

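Pearson correlations between libraries were calculated within each table from the log2 values of all 56810 regions, which are not independent replicates. In the CFA table, r was between 0.946 and 0.967 for the 15 pairs of CFA libraries, with a mean of 0.955. The 18 pairs of a CFA and a naïve library had r between 0.926 and 0.956, with a mean of 0.942. Each CFA library had a higher mean correlation with the other CFA libraries than with the naïve libraries. In the CCI table, r was between 0.880 and 0.934 for the 15 pairs of CCI libraries, with a mean of 0.909. The 18 pairs of a CCI and a naïve library had r between 0.856 and 0.941, with a mean of 0.901, so the 2 ranges overlapped over most of their width. CCI replicate 1 had a mean r of 0.909 with the other CCI libraries and 0.935 with the naïve libraries, and CCI replicate 5 had 0.908 and 0.920. The 3 pairs of naïve libraries had r between 0.940 and 0.953 in the CCI table. Correlations between CCI and CFA libraries were not calculated, because these lie in separately normalized tables.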

We found that biological replicates were highly correlated with other samples from the same treatment group and less correlated with samples from either of the other 2 treatment groups. 

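Principal components were calculated in each table from the log2 values, centred for each region. In the CCI table the first component held 32.8% of the variance and the second 14.4%. The naïve libraries lay at the low end of the first component, at -58.1 to -47.1, and the CCI libraries ranged from -28.4 to 82.0. In the CFA table the first and second components held 23.5% and 16.3%. The naïve libraries lay at -56.0 to -28.1 on the first component and the CFA libraries at 6.46 to 32.6. The groups thus did not overlap on it in either table. In the CCI table, however, the first component also ran against the signal ratio. Naïve replicate 1 had the lowest score (-58.1) and the highest ratio in that table (10.2). CCI replicate 3 had the highest score (82.0) and the lowest ratio (5.24). Separation of CCI from naïve on this component therefore cannot be told apart from the ratio. The 15 libraries were also normalized together, a step chosen after seeing the data. There the naïve scores on the first component, -33.9 to -19.1, lay within the CFA range of -50.5 to -10.2. On the second component the naïve libraries scored at least 26.85 and every other library at most 14.75. With linear in place of log2 values, the first component held 59.6% of the variance in the CCI table.

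**Figure D3:**
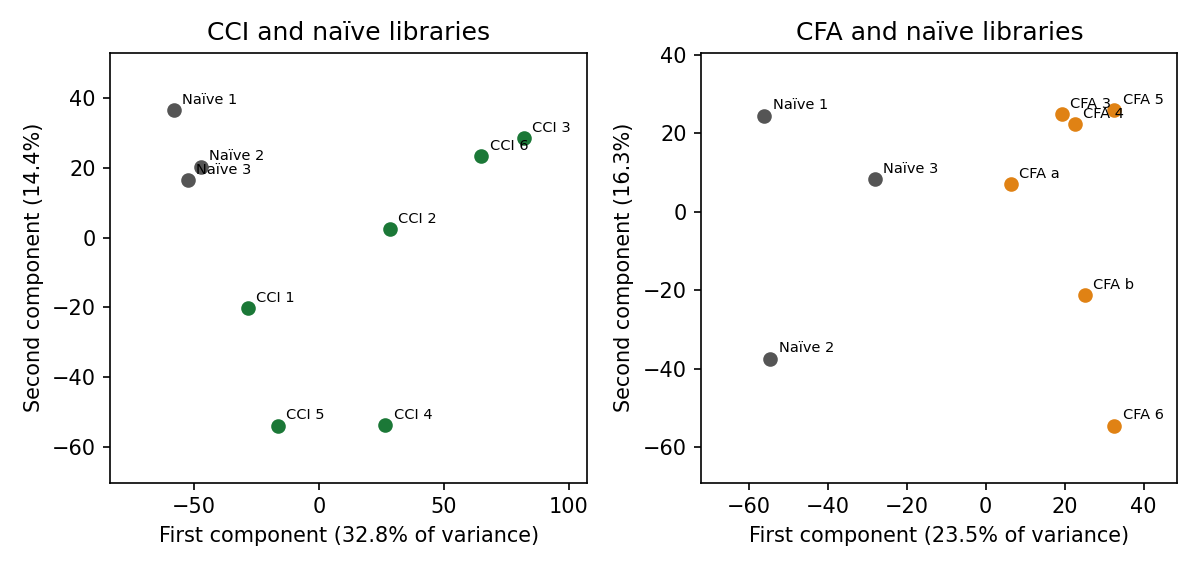
Scores of each library on the first and second principal components, in the table of CCI with naïve libraries (left, 32.8% and 14.4% of the variance) and in the table of CFA with naïve libraries (right, 23.5% and 16.3%). Each point is a library, and the 3 naïve libraries lie to the left of every pain-model library in both plots. In the left plot the first component also runs against the signal ratio.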

By PCA, samples show separation by group (Fig. 3A). As expected, almost half (48.8%) of these regions were present in all three groups (Fig. 3B). The distance between chromatin accessible regions and the nearest gene transcription start site suggests that these regions are concentrated in cis-regulatory regions (Fig. 3C). Indeed, 54.7%, 28%, and 11.6% of all consensus accessible regions were located in intergenic, intronic, or promoter regions, respectively.

**Fig. 3:**
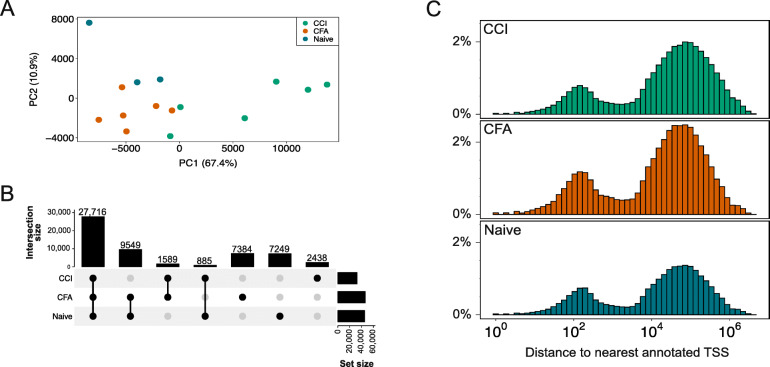
Chromatin accessibility in the rat DRG. **A** Principal component analysis plot of all ATAC-seq biological replicates for each of the 3 groups. Percent of variance each component explained is included in axis labels. **B** UpSet plot that shows the overlap of accessible regions among the 3 groups. **C** Distance of accessible regions from nearest gene. The distribution of accessible regions shows concentration in cis-regulatory regions (i.e., gene promoter, intergenic/enhancer) versus uniform/random distribution along the genome. *ATAC*-*seq* assay for transposase-accessible chromatin with high-throughput sequencing, *CCI* chronic constriction injury, *CFA* complete Freund’s adjuvant, *TSS* transcription start site

### Changes in chromatin accessibility in the DRG after the establishment of persistent pain

We evaluated each of the 56,810 consensus regions for changes in chromatin accessibility in each of the two pain models (*p* value < 0.001). 

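The limma test was applied to all 56810 regions in each table. An unadjusted p below 0.001 in at least 1 of the comparisons was found for 1123 regions. By chance alone, 56.8 regions per comparison would pass this threshold. Regions with an unadjusted p below 0.05 made up 16.0% of all regions in the CCI comparison and 18.9% in the CFA comparison. Simulated data had 200 regions changed by 1.5 on the log2 scale. The test recovered 84.5% of them at the library numbers and spread of the CCI table and 93.0% at those of the CFA table. The regions with p below 0.001 by limma had smaller median changes, 1.20 and -0.91 for CCI and 0.66 and -0.68 for CFA. Recovery of changes of these sizes was not simulated.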

A total of 1123 (2.0%) of the 56,810 consensus regions showed changes in accessibility in one or both pain models compared to naïve rats. 

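At an unadjusted p below 0.001, 517 regions differed between the 6 CCI and 3 naïve libraries, of which 426 (82.4%) gained and 91 lost accessibility. The gained regions had a median log2 fold change of 1.20, between 0.65 and 5.64, and the lost regions a median of -0.91, between -1.59 and -0.67. Over all regions, whatever their p, all CCI libraries lay beyond all naïve libraries in 9.11%, compared with 2.38% by chance. After Benjamini-Hochberg adjustment in limma over all regions, 9 regions had an adjusted p below 0.05, each of them gained, and the largest adjusted p among the 517 regions was 0.110. The smallest p was 2.35e-09 by limma, at a gained region near Vom2r17 on chromosome 8 from 4337259 to 4338234, where the log2 value was 5.83 in the CCI and 0.24 in the naïve libraries on average. The count fell to 177 without naïve replicate 1 and rose to 944 without CCI replicate 5. Within the libraries sequenced in 2 runs, 2 CCI and 3 naïve libraries gave 127 regions, 89 gained and 38 lost, of which 52 are among the 517. The CCI libraries sequenced in 1 run have no naïve library sequenced that way to compare them with.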

We found 517 DARs in the DRG following CCI compared to naïve with 426 regions having increased accessibility and 91 regions having decreased accessibility (Fig. 4A, B). 

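The 6 CFA and 3 naïve libraries differed in 637 regions at an unadjusted p below 0.001, with 321 regions (50.4%) gained and 316 lost. The median log2 fold change was 0.66 in the gained regions, between 0.46 and 4.01, and -0.68 in the lost regions, between -2.41 and -0.45. No region had an adjusted p below 0.05 (limma with Benjamini-Hochberg adjustment), and the smallest adjusted p was 0.0858. The largest adjusted p by limma among the 637 regions was 0.0886, below the 0.110 of the CCI regions. A log2 fold change above 1 in size was found in 40 of the CFA regions and in 355 of the CCI regions. All naïve and CFA libraries were sequenced in 2 runs, so this comparison lies within 1 sequencing class. Its count fell to 288 without naïve replicate 2 and to 296 without naïve replicate 1. With an intensity trend in limma's prior variance, the number of regions rose to 2365.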

When comparing the CFA model to naïve, we found 637 DARs with 321 regions with increased accessibility and 316 regions with decreased accessibility following CFA (Fig. 4D, E). Sixty-two percent of all gains and losses in chromatin accessibility after CCI or CFA injection occurred in intergenic regions while 21.3% and 9.8% were located in introns and gene promoters, respectively (Fig. 4G). These changes in genomic distribution of chromatin accessibility after sciatic nerve injury (CCI) or hind paw inflammation (CFA) may facilitate differential gene transcription through chromatin-level regulation at *cis*-regulatory regions.

**Fig. 4:**
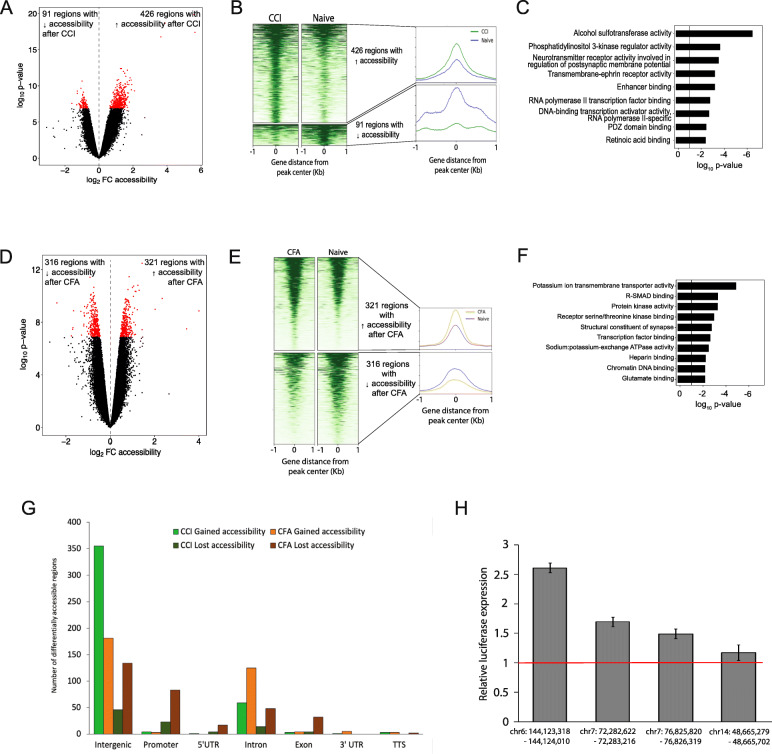
Chromatin accessibility in the rat DRG after CCI and CFA. Volcano plots of DARs after CCI versus naïve groups (**A**) and after CFA versus Naïve (**D**). Points highlighted in red indicate genes with differential accessibility as defined by a *p* value < 0.001. Heatmap of read density for all DARs in CCI and naïve (**B**) and CFA and naïve (**E**) groups with increased accessibility (top panels) and decreased accessibility (bottom panels). Each row represents one accessible region and the regions are aligned at the center of each region. The color represents the intensity of chromatin accessibility. The average read density for each heatmap is shown to the right. **C**–**F** Gene ontology analysis of the molecular functions identified in DARs after CCI versus naïve (**C**) and CFA versus naïve (**F**). **G** Bar graph showing the proportion of DARs across genomic features after CCI or CFA. **H** Activity of candidate DRG enhancers by luciferase reporter gene assays. Individual reporter plasmids were prepared as described and contained one candidate enhancer regions (**A**–**D**; Supplemental Table 1). Luciferase activity was normalized to that of the Renilla reporter and expressed as mean fold relative activity of the empty reporter ± standard deviation. All constructs were tested in quadruplicate. *CCI* chronic constriction injury, *CFA* complete Freund’s adjuvant, *DAR* differentially accessible region

Functional annotation of the DARs after CCI shows enrichment for molecular functions involved in phosphatidylinositol 3-kinase regulator activity, and neurotransmitter receptor activity involved in the regulation of postsynaptic membrane potential and enhancer binding (Fig. 4C). These functions converge on mechanisms with the potential to alter neuronal excitability and chromatin structure in DRG cells to produce pain hypersensitivity. Following CFA injection, enrichment in potassium ion transmembrane transport, receptor serine/threonine kinase binding, and structural constituent of synapses are among the molecular functions found in DARs (Fig. 4F). The different molecular functions identified through GO analysis suggest that chromatin structure may be altered to different effect following nerve injury and hind paw inflammation.

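The regions with p below 0.001 in both comparisons were matched by their coordinates. There were 31, with 21 gained and 10 lost in both pain models and none in opposite directions. An overlap of at least 1 bp gave the same number. If the comparisons were independent, 5.80 shared regions would be found by chance. The comparisons share the 3 naïve libraries, however. In 100 simulations, pairs of unchanged groups were set against the same 3 simulated naïve libraries. The pairs shared 4.11 regions on average, with 0 to 10 in a single draw, at about 56.7 regions with p below 0.001 per group. When as many regions with the lowest p were taken from each simulated group as were observed, the groups shared 93.2 regions on average, and all 100 draws shared at least 31. Log2 fold changes in CCI and CFA correlated across all regions with r of 0.479, compared with 0.667 in the simulated pairs. Of the CCI regions, 93.2% had the same sign in CFA, compared with 98.9% in the simulated pairs. The simulation gave all libraries of a region the same SD, so its r of 0.667 follows from the library numbers. In the data the median residual SD was 0.309 in the CCI and 0.25 in the CFA comparison. Unequal spread lowers the agreement expected without any change. The simulated r, sign share and matched number of shared regions may therefore be too high as references. In each of the 31 regions all libraries of both pain models lay beyond all naïve libraries (exact permutation test, two-sided, p = 0.0119, the smallest p that 84 splits allow), which the choice of regions by p below 0.001 on the same libraries nearly requires. The adjusted p by limma was below 0.05 in 4 of the 31 regions after CCI and in 0 after CFA. These 4 lie on chromosome 8 between 4288257 and 4338234 near Vom2r17 and Vom2r18, receptor genes of a family with similar sequences, whose reads can align to more than 1 gene. Their log2 fold changes were between 3.64 and 5.64 after CCI and between 2.03 and 4.01 after CFA. In CFA replicate 3, 2 of these 4 regions lay below all other CFA libraries by a wide margin, and without single libraries the CFA change stayed below p = 0.001 in limma in 8 of 9 fits at 4288257 to 4288665, in 7 of 9 at 4292048 to 4292933, in 9 of 9 at 4322772 to 4323450 and in 1 of 9 at 4337259 to 4338234.

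**Figure D4:**
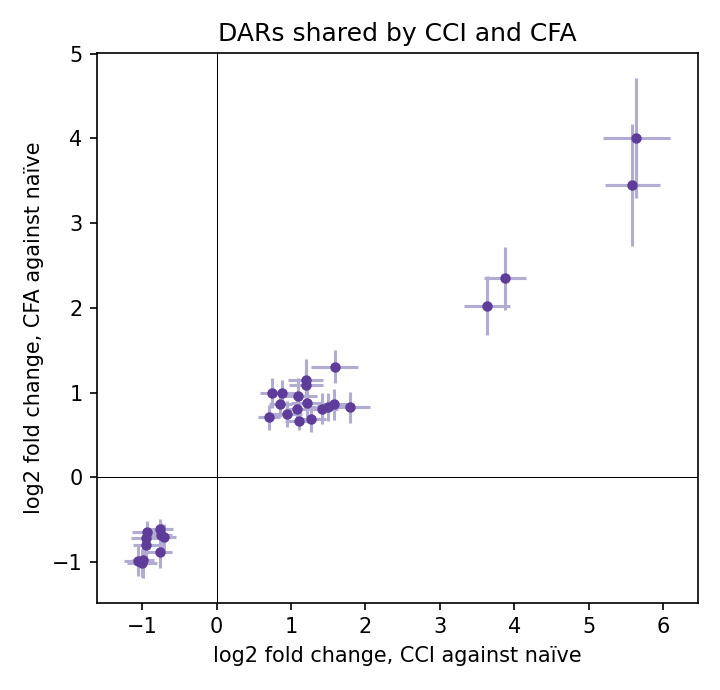
Log2 fold changes against naïve of the 31 DARs shared by CCI (x-axis) and CFA (y-axis), each point a region with its standard error in both directions. The 4 regions near Vom2r17 and Vom2r18 lie at the upper right, between 3.64 and 5.64 on the x-axis, and the other 17 gained regions have log2 fold changes of at most 1.79 after CCI.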

A total of 31 DARs were shared following CCI and CFA injection (Table 1). Ten DARs showed decreased accessibility after CCI and CFA compared to naïve. Of these 10 DARs, 2 were associated with upregulation of the nearest annotated gene (i.e., Grik4, Agtpbp1) and 2 were associated with downregulation of their nearest gene (i.e., Wdr60, Dlg3). 

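On the log2 scale the 10 lost regions fell by 0.71 to 1.06 after CCI, and their log2 fold changes were between -1.01 and -0.61 after CFA. The region near Agtpbp1, on chromosome 17 from 5634167 to 5634689, had a log2 value of 4.31 ± 0.22 (SD, n = 6) after CCI and 5.07 ± 0.12 (n = 3) in the naïve libraries. Its log2 fold change was -0.77 after CCI (p = 0.000658 by limma) and -0.88 after CFA (p = 0.000848 by limma). With single libraries left out, p stayed below 0.001 in 2 of 9 fits for CCI and in 1 of 9 for CFA, while the sign did not change. The region near Wdr60, on chromosome 6 from 144123384 to 144123972, fell by 0.95 after CCI and 0.71 after CFA on the log2 scale, and the region near Dlg3, on the X chromosome from 70596272 to 70597179, by 0.95 and 0.80. For Wdr60, p stayed below 0.001 in 2 of 9 fits for CCI and in 9 of 9 for CFA, and for Dlg3 in 8 of 9 for both. In the CFA RNA-seq libraries Agtpbp1 (ENSRNOG00000018651) had 495 ± 15.5 CPM, Grik4 (ENSRNOG00000030910) 26.4 ± 1.47 CPM and Dlg3 (ENSRNOG00000002767) 9.07 ± 0.215 CPM. The transcripts of Wdr60 were not analysed here.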

A total of 21 DARs showed increased accessibility after CCI and CFA compared with Naïve. Of these 21 DARs, 3 were associated with upregulation of the nearest gene (i.e., Rrmb, Arap2, Pcdh9) and 2 were associated with downregulation of the nearest gene (i.e., Kif13b, Lpar1). 

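The gained region near Pcdh9, on chromosome 15 from 75876479 to 75876957, had a log2 fold change of 1.79 after CCI (standard error 0.27, p = 2.13e-05 by limma) and 0.83 after CFA (standard error 0.18, p = 0.000863 by limma). The region near Kif13b, on chromosome 15 from 48090366 to 48090685, changed by 1.20 and 1.10, and the region near Lpar1, on chromosome 5 from 75716406 to 75716663, by 1.22 and 0.88. The regions near Rrm2b, on chromosome 7 from 76825894 to 76826308, and near Arap2, on chromosome 14 from 48665324 to 48665682, changed by 0.95 and 1.10 after CCI and by 0.75 and 0.96 after CFA. The Arap2 region after CCI had p = 0.000999 by limma, at the threshold. With single libraries left out, p after CCI stayed below 0.001 in 9 of 9 fits for Pcdh9, in 8 of 9 for Kif13b and Lpar1, in 6 of 9 for Rrm2b and in 2 of 9 for Arap2. After CFA, p stayed below 0.001 in 3 of 9 such fits for Pcdh9, Rrm2b and Arap2, in 7 of 9 for Lpar1 and in 9 of 9 for Kif13b. After CFA, the RNA level was 62.2 ± 5.58 CPM for Pcdh9, 60.1 ± 4.95 CPM for Kif13b and 129 ± 7.31 CPM for Lpar1 (SD, n = 2). The transcripts of Rrm2b and Arap2 were not analysed here.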

The ability of these regions to modulate gene transcription were validated by luciferase assay (Fig. 4H).

**Table 1:** Differentially accessible regions in the dorsal root ganglion following either CCI or CFA

Location^a^	Chromatin accessibility				Distance to nearest gene (bp)	Gene	Full gene name	Gene expression			
	CCI versus Naïve		CFA versus Naïve					CCI versus Naïve		CFA versus Naïve	
	Log_2_FC	*p*-value	Log_2_FC	*p*-value				Log_2_FC	FDR	Log_2_FC	FDR
chr17:11683581-11684211	− 1.06	6.34E-05	− 0.99	1.64E-04	34	Msx2	Msh homeobox 2	–	n.s.	–	n.s.
chr1:92513274-92513499	− 1.00	2.72E-04	-1.01	8.90E-05	261576	Tshz3	Teashirt zinc finger homeobox 3	–	n.s.	–	n.s.
chr8:47237180-47237538	− 0.99	2.34E-05	− 0.97	8.26E-04	− 129442	Grik4	Glutamate ionotropic receptor kainate type subunit 4	0.669	3.30E-06	0.672	7.20E-06
chr6:144123384-144123972	− 0.95	4.70E-04	− 0.71	8.53E-05	− 82	Wdr60	WD repeat domain 60	− 0.415	3.08E-02	− 0.499	1.33E-02
chrX:70596272-70597179	− 0.95	1.45E-04	− 0.80	1.87E-04	149	Dlg3	Discs large MAGUK scaffold protein 3	− 0.599	1.19E− 03	− 0.674	6.12E− 04
chr19:34760039-34760205	− 0.94	7.18E-04	-0.64	3.23E-04	881	Nr3c2	Nuclear receptor subfamily 3, group C, member 2	–	n.s.	–	n.s.
chr2:88365560-88366693	− 0.77	8.32E-04	-0.61	4.17E-04	21600	Rbis	Ribosomal biogenesis factor	–	n.s.	− 0.501	2.48E-03
chr17:5634167-5634689	− 0.77	6.58E-04	-0.88	8.48E-04	123043	Agtpbp1	ATP/GTP binding protein 1	0.669	5.58E-13	0.572	1.23E-09
chr2:239413846-239414572	− 0.75	3.34E-04	-0.68	6.17E-04	− 673	Cxxc4	CXXC finger protein 4	–	n.s.	–	n.s.
chr3:97720973-97722482	− 0.71	8.27E-04	-0.70	8.61E-04	− 2173	Mpped2	Metallophosphoesterase domain containing 2	–	n.s.	–	n.s.
chr16:23432936-23433376	0.71	3.99E-04	0.71	4.94E-04	− 276331	Sh2d4a	SH2 domain containing 4A	–	n.s.	–	n.s.
chr14:93768297-93768703	0.75	8.15E-04	1.00	1.86E-04	− 1272606	Cobl	Cordon-bleu WH2 repeat protein	–	n.s.	–	n.s.
chr3:117326358-117326776	0.86	1.07E-04	0.87	1.87E-04	− 8645	Slc24a5	Solute carrier family 24 member 5	–	n.s.	–	n.s.
chr7:72282656-72283204	0.87	5.84E-04	1.00	2.38E-05	− 489510	Mtdh	Metadherin	–	n.s.	–	n.s.
chr7:76825894-76826308	0.95	4.39E-04	0.75	4.20E-04	-45284	Rrm2b	Ribonucleotide reductase regulatory TP53 inducible subunit M2B	0.318	2.54E-02	0.534	1.15E-04
chr8:68261923-68262408	1.07	2.15E-05	0.81	8.92E-04	20424	Map2k5	Mitogen activated protein kinase kinase 5	–	n.s.	–	n.s.
chr14:48665324-48665682	1.10	9.99E-04	0.96	6.22E-04	− 60542	Arap2	ArfGAP with RhoGAP domain, ankyrin repeat and PH domain 2	0.401	1.31E-03	0.800	2.69E-11
chr2:104740823-104741617	1.11	9.13E-05	0.67	7.82E-05	− 3223	Cp	Ceruloplasmin	–	n.s.	–	n.s.
chr7:69057806-69058124	1.20	2.80E-04	1.14	8.43E-04	46985	LOC500846	Hypothetical protein LOC500846	–	n.s.	–	n.s.
chr15:48090366-48090685	1.20	2.14E-04	1.10	1.15E-04	59452	Kif13b	Kinesin family member 13B	− 1.372	6.53E-35	− 0.864	8.10E-14
chr5:75716406-75716663	1.22	1.09E-04	0.88	2.39E-04	− 39951	Lpar1	Lysophosphatidic acid receptor 1	− 0.759	1.35E-16	− 0.759	5.95E-16
chr11:1269991-1270529	1.26	3.86E-05	0.69	8.21E-04	− 487306	Epha3	Eph receptor A3	–	n.s.	–	n.s.
chr12:17820620-17821049	1.41	4.21E-05	0.81	9.32E-04	55600	LOC498155	LRRGT00167	–	n.s.	–	n.s.
chr12:3340812-3341234	1.49	1.11E-04	0.83	4.64E-04	− 514790	Clec4m	C-type lectin domain family 4 member M	–	n.s.	–	n.s.
chr13:10820032-10820423	1.58	1.21E-05	0.86	6.03E-04	1340233	Olr1065	Olfactory receptor 1065	–	–	–	–
chr12:8713579-8713997	1.58	2.56E-04	1.31	2.98E-05	− 11748	Slc46a3	Solute carrier family 46, member 3	–	n.s.	0.777	1.20E-02
chr15:75876479-75876957	1.79	2.13E-05	0.83	8.63E-04	1860057	Pcdh9	Protocadherin 9	0.778	1.29E-10	0.871	1.50E-12
chr8:4288257-4288665	3.64	5.15E-08	2.03	1.25E-04	− 31769	Vom2r18	Vomeronasal 2 receptor, 18	–	n.s.	–	n.s.
chr8:4322772-4323450	3.88	7.77E-09	2.35	5.51E-05	2729	Vom2r17	Vomeronasal 2 receptor, 17	–	–	–	–
chr8:4337259-4338234	5.59	2.35E-09	3.45	5.54E-04	17365	Vom2r17	Vomeronasal 2 receptor, 17	–	–	–	–
chr8:4292048-4292933	5.64	2.72E-08	4.01	1.42E-04	− 27739	Vom2r18	Vomeronasal 2 receptor, 18	–	n.s.	–	n.s.

*CCI* chronic constriction injury, *CFA* complete Freund's adjuvant, *n*.*s*. not significant, *FDR* false discovery rate, *FC* fold change

^a^Genome coordinates provided are for the rat genome assembly, rn6

To determine transcription factors that may have their binding sites within with regions of chromatin accessibility in each of the pain models, we performed motif analyses using HOMER on all of the DARs identified in each pain model (Fig. 5A and Supplemental Tables 4 and 5). We found a total of 17 DNA sequences known to bind transcription factors in the CCI DARs and 33 in the CFA DARs. Binding motifs for Foxo1 and Hlf were significantly enriched following both CCI and CFA (Fig. 5B). CFA was associated with the induction of a wider remodeling of transcription factor binding sites in the DRG than CCI. These enriched sites found after CFA clustered into several important families (e.g., high-mobility group (HMG), basic leucine zipper (bZIP), transcriptional enhancer factor (TEF)). CCI was associated with enriched sites clustered into the ETS-domain (ETS) and zinc finger (Zf) families. The changes in the availability of potential TF binding sites support the long-lasting effects of our pain models on chromatin structure.

**Fig. 5:**
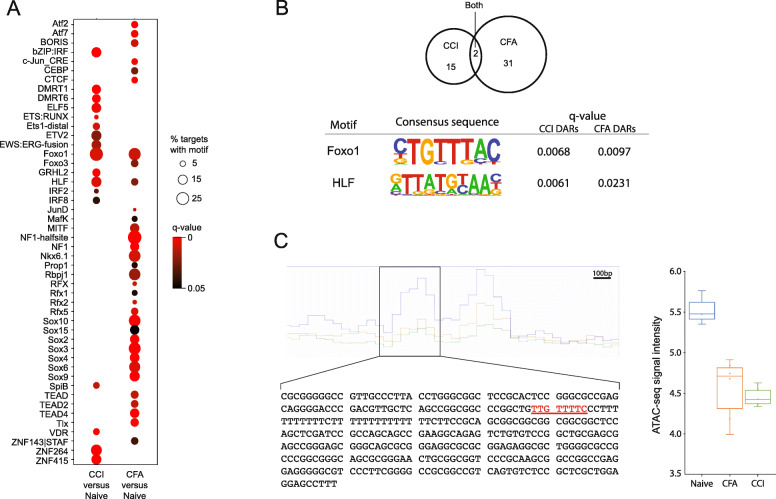
Motif analysis reveals shared DNA binding sequences. **A** Dot plot of the significantly overrepresented motifs in DARs after CCI and CFA. The size of the circle represents the % of DARs that contain the motif and color indicates the *q* value. **B** Venn diagram that shows the overlap of the number of DNA binding motifs in the DARs between CCI and Naïve, and the CFA versus Naïve comparisons. Two motifs are common which are identified as Foxo1 and Hlf. The motif and statistics from HOMER for each of these motifs is provided. **C** Chromatin accessibility at a putative regulatory region of the Grik4 gene. The average ATAC-seq signal of the downsampled, normalized bigwig files for each group as displayed from the Integrated Genomics Viewer (left). The region identified as being differentially accessible in both the CCI and CFA groups compared to the Naïve group is outlined (chr8:47,237,180–47,237,538). This 358bp sequence is provided with the putative Foxo1 binding site highlighted in red. A box plot of the normalized log_2_transformed ATAC-seq signal for each sample (naïve, *n* = 3; CFA, *n* = 6; CCI, *n* = 5). *CCI* chronic constriction injury; *CFA* complete Freund’s adjuvant; *DAR* differentially accessible region

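The Grik4 DAR, on chromosome 8 of rn6 from 47237180 to 47237538, was measured in 6 CCI libraries here, while the box plot has 5. Its log2 values were 4.30, 4.37, 4.19, 4.19, 4.34 and 4.37 in CCI replicates 1 to 6, with a mean of 4.29 ± 0.09 (SD, n = 6). The naïve libraries in the same table had 5.24, 5.12 and 5.51, with a mean of 5.29 ± 0.20 (n = 3). In the CFA table the values were 4.84, 4.92, 4.75, 4.19, 4.00 and 4.68 in the 6 CFA libraries, with a mean of 4.56 ± 0.38 (n = 6), and 5.48, 5.35 and 5.76 in the naïve libraries. The log2 fold change was -0.99 after CCI (standard error 0.15, p = 2.34e-05 by limma) and -0.97 after CFA (standard error 0.21, p = 0.000826 by limma). The adjusted p by limma was 0.0761 and 0.0860. With single libraries left out, p stayed below 0.001 in 9 of 9 fits for CCI and in 3 of 9 for CFA. In its discussion, the paper proposes that the site binds a transcriptional repressor. It draws on the lower accessibility at this DAR and the higher Grik4 expression in both models. It also reports that the DAR maps into a known regulatory region of Grik4 and holds a possible site for Foxo1. The paper describes Foxo1 as a repressor in neural tissue and leaves its binding there to further research.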

## Discussion

In this study, we used both RNA-seq and ATAC-seq on DRG tissues to improve our understanding of the transcriptomic and epigenetic mechanisms in the PNS that may underlie persistent pain. We also aimed to identify novel molecular pathways involved in the development of pain hypersensitivity in two well-studied rodent models of persistent pain with different etiologies. Early research to study gene expression changes in preclinical pain models primarily relied on microarrays to study gene expression changes in the DRG [4]. The decreasing cost of next-generation sequencing has resulted in adoption of RNA-seq as the current standard which has a greater dynamic range for gene expression detection, the ability to measure a larger number of gene transcripts, and can detect differences in sequence and isoforms. Studies that have used RNA-seq to look at DRG changes have primarily examined peripheral nerve injury models [38–41] with few examining non-nerve injury models (e.g., diabetic neuropathy [42], ultraviolet-induced inflammation [43]) which makes it difficult to identify gene expression changes that are specific to pain process versus nerve injury or specific disease-related processes.

In this study, we performed RNA-seq using two widely used persistent pain models which are induced by sciatic nerve CCI and hind paw inflammation to identify pain-related gene expression changes in the DRG. Consistent with prior findings, both nerve injury and inflammatory pain were found to be associated with transcriptional changes of genes involved in cell signaling (i.e., GPCR function, ion channel expression, synaptic transmission). Further, our findings were consistent with previous transcriptome-wide screens that support the upregulation of Reg3b, Vgf, Ccl2, P2rx3, Crh, Scn11a, Drd2, Npy2r, Cacna2d1, and Neto1 in the DRG in various pain models [4, 40, 43, 44]. In addition, our findings are consistent with prior work that found genes downregulated (e.g., Rlbp1, Gja1, Lgr5, Lpar1, Ttyh1) in DRG neurons after CCI [44]. 

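Of the 10 genes named, 9 were analysed in the CFA libraries, and Drd2 was not analysed here. The levels after CFA ranged from 3.51 to 480 CPM. P2rx3 (ENSRNOG00000008552) had 480 ± 25.0 CPM (SD, n = 2) and Scn11a (ENSRNOG00000032884) 362 ± 19.0 CPM. Cacna2d1 had 148 ± 21.0 CPM, Vgf 95.9 ± 2.00 CPM, Ccl2 28.0 ± 6.36 CPM and Reg3b 20.8 ± 2.04 CPM. Npy2r had 8.72 ± 0.308 CPM, Neto1 5.35 ± 1.65 CPM and Crh 3.51 ± 0.529 CPM, the last from 33 and 112 counts. In Neto1 the SD between the libraries was above 25% of the mean.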

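After CFA, the level was 274 ± 15.9 CPM for Ttyh1 (ENSRNOG00000032699), 129 ± 7.31 CPM for Lpar1, 43.4 ± 1.58 CPM for Lgr5, 39.8 ± 1.10 CPM for Gja1 and 3.73 ± 1.05 CPM for Rlbp1 (SD, n = 2). Rlbp1 (ENSRNOG00000016897) had 47 counts in CFA replicate 1 and 86 in CFA replicate 2, and its SD was above 25% of its mean.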

Here, we confirm that these genes are also downregulated in an inflammatory pain model which suggests that these genes have broader roles in pain pathways outside of nerve injury induced neuropathic pain.

Our studies identify several novel genes with previously unknown functions in the development and maintenance of pain. For example, Plxna2 was upregulated in both CCI and CFA models. 

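Plxna2 (ENSRNOG00000007324) had 227 ± 19.4 CPM in the CFA libraries (SD, n = 2), from 2243 counts in CFA replicate 1 and 6935 in CFA replicate 2.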

Plxna2 encodes the plexin-A2 receptor known to be expressed in hippocampal and cortical neurons [45, 46]. Upon binding by its ligands, semaphorin-3A or -6A, plexin-A2 triggers an intracellular signaling cascade which mediates axon repulsion and cell migration during nervous system development [47, 48]. Further research is needed to determine how Plxna2 may participate in pronociceptive mechanisms.

Another salient finding in the current study is that genes involved in epigenetic and transcriptional regulation were largely downregulated following both CCI or CFA injection. Consistent with prior evidence, we found that Dnmt3a, Dnmt3b, Sirt2, Brd3, and Ehmt2 (which encodes G9a) were among the genes downregulated in both pain models, although the magnitude of the log_2_ fold change did not meet our criteria to be significant in the present study [25, 49, 50]. 

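Supplemental Table 2 includes Dnmt3a, Dnmt3b and Brd3 among the genes lower in both pain models. In the CFA libraries Dnmt3a (ENSRNOG00000026649) had 11.1 ± 0.296 CPM and Brd3 (ENSRNOG00000007681) 18.1 ± 0.433 CPM (SD, n = 2). Dnmt3b (ENSRNOG00000010625) had 0.887 ± 0.224 CPM, from 11 counts in CFA replicate 1 and 21 in CFA replicate 2, so its level rests on few reads. Sirt2 and Ehmt2 were not analysed here.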

Mounting evidence supports the roles for epigenetic mechanisms and our findings that a large proportion of transcriptional regulators are downregulated supports this idea. Genes that decrease the regulation of existing transcriptional programs promote the transcriptional changes which are now well established in preclinical and clinical models of persistent pain. These changes in gene transcription and transcriptional regulation may facilitate neuronal hyperexcitability induced remodeling of chromatin structure and neuronal responsivity of cells in the DRG. Our findings are consistent with prior studies which provides indirect evidence of decreased transcriptional control in persistent pain states. Histone deacetyltransferase inhibitors and histone acetyltransferases show analgesic effects in various pain models through non-specific changes in chromatin structure.

One of the limitations in the study of epigenetic mechanisms in the PNS is the small number of cells that comprise each DRG. Traditional chromatin accessibility assays require millions of cells. However, ATAC-seq can assess native chromatin accessibility with much less starting material, and therefore, can detect subtle changes in chromatin accessibility both in homogenous cell lines and in heterogenous mixtures of cell types [18].

Our study is the first to provide a comprehensive map of changes in chromatin accessibility in the PNS using both neuropathic pain and inflammatory pain models. Chromatin accessibility is necessary for transcription factor binding to *cis*-regulatory regions and subsequent changes in gene expression [7, 51]. The DRG is a collection of several types of primary sensory neuronal cell bodies and satellite glia cells which acts as the initial point of modulation of action potentials from potentially noxious stimuli. Gene expression changes in the DRG control noxious input to second order neurons in the spinal cord. Therefore, understanding changes in chromatin accessibility that occur in chronic pain states would help to identify regulatory loci in the DRG that play a central role in changing gene expression there. We identified 1123 regions that showed dynamic chromatin accessibility after CCI and/or CFA. Within these regions, we found 48 known DNA binding motifs for transcription factors. Importantly, we identified overrepresentation for the DNA binding motifs of two transcription factors, FOXO1 and HLF, in DARs after both CCI and CFA injection. For example, we found that in both the CCI and CFA models, decreased chromatin accessibility at a 358bp region ~ 130 Kb downstream of Grik4 is associated with increased Grik4 gene expression (Fig. 5C). Grik4 encodes a subunit of a glutamatergic receptor that contributes to excitatory postsynaptic currents and is expressed in the central terminals of nociceptive neurons that synapse in laminae I–III [52]. Over expression of Grik4 in the mouse brain is associated with increased amplitude, greater frequency, and quicker decay of spontaneous EPSCs in CA3 cells [53, 54]. While the effects of increased Grik4 expression in DRG neurons have not been investigated, these alterations in synaptic transmission are consistent with the increased efficacy of synaptic transmission of nociceptive input of central sensitization. The 358 bp DAR we identified upstream of Grik4 in the rat maps to chr11:120511578-120511909 on hg19 and is located within a previously identified regulatory region for Grik4 (i.e., GeneHancer #GH11J120511). Our findings suggest that this site is a transcriptional repressor binding site and that decreased accessibility inhibits this repression to increase Grik4 gene expression. Indeed, we found a potential Foxo1 binding site within this DAR (Fig. 5C). Foxo1 is well established as a transcriptional repressor in neural tissues. Further research is needed to evaluate this region for regulatory potential and determine if Foxo1 binds to this region in the rat DRG and can modulate pain behaviors.

DRG neurons differ in soma size, neurochemical properties, and functional specificity. Different subtypes of DRG neurons may show variable genetic and epigenetic changes after injury. Our bulk ATAC-seq provides an average of chromatin accessibility at a specific genomic locus. Change in chromatin accessibility may be due to an increase in the number of cell types in which a specific region is accessible or an increase in accessibility in the existing population of cells [51]. As low-cell number methodologies mature, future research at the single-cell level may identify the epigenetic mechanisms responsible for the changes in chromatin structure in specific neuronal subtypes. Data from of chromatin confirmation assays in combination with multimodal epigenome and transcriptome studies will further our understanding of how altered transcriptional regulation may promote chronic pain.

## Conclusions

In our study, we identified genes that are similarly differentially expressed in two disparate pain models as well as cis-regulatory regions with changes in chromatin accessibility that may drive these changes in gene expression and then validated the regulatory potential of these putative regulatory regions were indeed capable of altering gene expression. Our improved understanding of these regulatory genomic elements that may play pain-specific roles in modulating gene expression in the DRG provides new molecular insights into important changes the PNS that influence sensitivity and susceptibility to chronic pain.

## Supplementary Information

**Additional file 1: Supplemental Figure 1.** Consistency of peaks among replicates. The graph shows the number of peaks identified in one or more samples. Due to the large number of accessible regions identified in only one sample, we included only regions that were identified in at least 50% of the samples within the study group.

**Additional file 2: Supplemental Table 1.** Genomic locations and PCR primers for luciferase assay constructs.

**Additional file 3: Supplemental Table 2.** Genes differentially expressed in the CCI and CFA models.

**Additional file 4: Supplemental Table 3.** Genes encoding transcriptional regulators differentially expressed in both CCI and CFA models.

**Additional file 5: Supplemental Table 4.** Transcriptional factor motifs significantly enriched in differentially accessible regions after CCI.

**Additional file 6: Supplemental Table 5.** Transcriptional factor motifs significantly enriched in differentially accessible regions after CFA.

## Data Availability

Raw and processed sequencing data for all ATAC-seq data and the RNA-seq data for the CFA samples have been deposited in the NCBI GEO database under accession #GSE167369. The RNA-seq data files for the naïve and CCI groups were previously published [5] and are available under accession #GEO100122.

## Abbreviations

ATAC-seq: Assay for Transposase-Accessible Chromatin by sequencing
CCI: Chronic constriction injury
CFA: Complete Freund’s adjuvant
DAR: Differentially accessible region
DEG: Differentially expressed gene
DRG: Dorsal root ganglion
GO: Gene ontology
HOMER: Hypergeometric Optimization of Motif Enrichment
PCR: Polymerase chain reaction
PNS: Peripheral nervous system

How the deposited data were processed for this re-analysis (not part of the article)

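ATAC-seq and RNA-seq of rat dorsal root ganglia were analysed. ATAC-seq covered 6 CCI libraries taken 14 days after injury, 6 CFA libraries taken 48 h after injection and 3 naïve libraries. RNA-seq covered 2 CFA libraries. Conditions, replicate numbers and sequencing runs were taken from the sample labels, and the runs of 1 library were treated as 1 library. The names of 2 columns in the CFA table are also the labels of RNA-seq samples, so these columns were assigned to the CFA group without a replicate number and are called CFA a and CFA b. No column of per-sample values was left out.

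The authors deposited ATAC-seq values as log2 normalized coverage per consensus region, in 2 tables that each hold 1 pain model with the naïve libraries. They had aligned the reads to rn6, removed duplicates, downsampled the samples and counted reads in regions called in a sufficient share of samples. All columns of a table share 1 distribution, which is what quantile normalization within the table gives, and the methods do not name that step. The authors deposited the RNA-seq values as a raw count per Ensembl gene. The paper used DESeq2 for its expression tests, and no such test was made here because only CFA libraries were analysed.

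Regions were compared between each pain model and naïve with limma 3.58.1 in R 4.3.3, by a linear model per region with moderated variances, two-sided, at the paper's unadjusted p of 0.001, with the Benjamini-Hochberg adjusted p beside it. Single regions were also tested by an exact permutation test over the 84 splits of 9 libraries into 6 and 3. Shared regions were those with p below 0.001 in both comparisons and the same direction. Chance sharing was simulated in 100 draws of unchanged groups against common simulated naïve libraries, with the same SD for all libraries of a region. RNA-seq counts were scaled to the library total and given as CPM, without correction for transcript length. A pseudocount of 1 on the log2 scale and a minimum of 10 counts were used where stated. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for RNA-seq, tables and figures.

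The methods were tested on simulated data. With 200 regions changed by 1.5 on the log2 scale, 84.5% were recovered at the spread of the CCI table and 93.0% at that of the CFA table. In these simulations 69 and 53 unchanged regions were called. Smaller changes were not simulated. A simulated depth ratio of 2.5 between RNA-seq libraries was estimated as 2.499. RNA-seq depth was 10.5 M and 28.8 M counts on genes. The depth of the ATAC-seq libraries cannot be read from normalized values, and the paper gives a downsampling level above the average number of insertion sites it reports.

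The tests, the alternatives and the rule for named regions and genes were set before the data were examined. That rule takes the 31 regions of Table 1, the regions of Supplemental Table 1, the 3 regions with the smallest p per comparison and direction among those in which the groups do not overlap, each gene named in the results or discussion, and the 5 genes with the highest counts. These alternatives were an intensity trend, a robust prior, sample quality weights, other normalizations, a filter on low regions, other thresholds, a replicate block, the SD of the log2 values as a covariate and leaving out single libraries. Chosen after seeing the data were the joint normalization of the 15 libraries from their ranks, the comparison of CCI with CFA made from it, the signal ratio as a covariate, the restriction to libraries sequenced in 2 runs, the simulation with matched numbers of regions, the search for regions with a gap of at least 2 on the log2 scale, and the comparison of the batch test with other pairs of libraries. The rules by which the signal ratio tests were read, which take in the mean ratio of the group and the result of the other model, were also set after their outcomes were seen.

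Gene symbols were paired with Ensembl genes through Supplemental Tables 2 and 3 only, since the gene table at hand shares no Ensembl identifiers with the counts. Drd2, Wdr60, Rrm2b, Arap2, Sirt2, Ehmt2, Foxo1, Hlf and the muscle genes were therefore not analysed here. Motif scans, GC corrections and shares of genomic features need the genome sequence or annotation of rn6 and were not analysed here.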

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

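The test of a variant at the Vom2r genes was chosen only after the result was seen, and the named regions outside Table 1 follow from the adjusted p.

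A single library lay far from the other 5 of its group in 5 of 78 tested groups of 6 libraries, where 3.9 would be found by chance. The CFA library a had a log2 value of 3.97 (3.966) at chromosome 7 from 69057806 to 69058124 near LOC500846, with the other CFA libraries between 4.75 and 5.18. CFA replicate 3 had 4.43 (4.427) at chromosome 12 from 8713579 to 8713997 near Slc46a3, with the others between 4.97 and 5.25. CCI replicate 4 had 4.68 (4.675) at chromosome 6 from 107364509 to 107364914, with the others between 5.22 and 5.51. The number of such libraries is close to what chance gives, and no biological explanation was tested for these 3.

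The other 2 lie at the Vom2r genes, where CFA replicate 3 had 1.21 (1.209) at chromosome 8 from 4337259 to 4338234, with the other CFA libraries between 4.49 and 5.24, and 2.63 at 4292048 to 4292933, with the others between 5.22 and 6.55. After joint normalization, the mean over the 4 gained regions at this locus was 2.38 in CFA replicate 3, 4.30 to 5.04 in the other CFA libraries, at least 5.27 in the CCI libraries and 0.99 to 1.60 in the naïve libraries. A variant between rats or litters may separate the libraries at this locus, since 1 CFA library lies nearer to the naïve libraries than to its own group. Gaps of at least 2 that part rats of the same group were also found in regions elsewhere. Reads shared between genes of this family were not tested. With 3 naïve rats, a variant and an effect of the pain models cannot be told apart.

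Outside Table 1, 5 regions had an adjusted p below 0.05 by limma after CCI, each higher in 6 of 6 CCI libraries than in any naïve library. The log2 fold changes were 1.44 at chromosome 1 from 59366869 to 59367224 (adjusted p 0.0439), 1.26 (1.262) at chromosome 17 from 42278035 to 42278309 (0.0392), 1.67 (1.672) at chromosome 2 from 286492 to 286773 (0.0421), 1.51 at chromosome 2 from 1113372 to 1113850 (0.0496) and 1.32 (1.321) at chromosome 2 from 107855052 to 107855418 (0.0392). After CFA they changed by 0.79, 0.27, 0.57, 0.80 and 0.28, with p between 0.00351 and 0.27 by limma, and the difference between the models was not examined at these regions. The signal ratio separates the CCI from the naïve libraries, and its part in these 5 regions was not tested.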

How the results depend on the processing

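The joint normalization, the signal ratio covariate and the restriction to libraries sequenced in 2 runs were chosen only after the result was seen.

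With a robust prior, quantile, median or loess normalization, joint normalization of the 15 libraries, or without the regions of low mean level, the counts of CCI, CFA and shared DARs stayed within 1.5 times those reported. The columns of a table already share 1 distribution. These normalizations could therefore move the counts little and hardly test them. An intensity trend in the prior variance gave 1194 CCI DARs (955 gained, 239 lost), 2365 CFA DARs (1203 gained, 1162 lost), 139 shared and 3420 in either model. Sample quality weights gave 1050 CCI DARs (808 gained, 242 lost) and 47 shared. At an adjusted p below 0.05 there were 9 CCI DARs (9 gained, 0 lost), 0 CFA DARs (0 gained, 0 lost), 0 shared and 9 in either model, while 16.0% and 18.9% of all regions had an unadjusted p below 0.05. Adding a log2 fold change above 1 left 21 lost CCI DARs, 40 CFA DARs (21 gained, 19 lost), 8 shared and 387 in either model.

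A replicate block over 3 CCI and 3 naïve libraries left 14 lost CCI DARs. The same libraries without the block gave 256 CCI DARs, and with it 384. The replicate numbers do not pair the CCI with the naïve libraries, with correlations between -0.0581 and 0.0728. For CFA the block is not reported, since 2 CFA libraries carry no number. Before this was settled, a block with the numbers in the column names was fitted, and it gave fewer CFA and shared DARs than each fit without 1 library. The SD of the log2 values as a covariate left 161 lost CFA DARs, but normalization fixes this SD at 1.38 in each library of the CFA table, so the fit says nothing about the libraries. With the signal ratio as a covariate, 84 CCI DARs (47 gained, 37 lost) and 11 shared DARs were found, and 17 of the 517 CCI DARs were kept. The ratio is confounded with CCI, so this fit also removes any effect of injury that follows it. Libraries sequenced in 2 runs gave 127 CCI DARs (89 gained, 38 lost), from fewer samples. For the other changes the cause was not tested.

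Across the fits that each left out 1 library, CCI DARs ranged from 177 (without naïve replicate 1) to 944 (without CCI replicate 5), gained from 163 to 881 and lost from 14 to 144. CFA DARs ranged from 288 (without naïve replicate 2) to 572 (without CFA a), gained from 138 to 316 and lost from 103 to 311. Shared DARs ranged from 14 to 34, and DARs in either model from 459 to 1553. Without naïve replicate 1, 65.2% of the CFA DARs were gained.

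For the named regions no direction reversed. Over all alternatives 1193 values kept their side of the threshold and 436 were weaker. Of the 31 regions of Table 1, 4 stayed past the threshold of every alternative run for CCI and 0 for CFA, the adjusted p included, which no region passed for CFA. In every fit without 1 library 12 and 7 kept p below 0.001.

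Of the 84 splits of the 9 libraries of each comparison into 6 and 3, 3 gave as many regions with p below 0.001 as CCI against naïve, and 1, the real split, as many as CFA against naïve. The larger CCI splits set apart CCI replicates 2, 3 and 6 (1559 regions) and CCI replicates 3, 4 and 6 (784 regions). The latter 3 were all sequenced in 1 run, and the other choices of 3 such libraries gave 111, 135 and 94 regions. CCI replicate 2 was sequenced in 2 runs. At an adjusted p below 0.05 the larger splits gave 2278 and 71 regions, against 9 for the real split. Both take 3 of the 4 libraries with the lowest signal ratio, CCI replicates 3 (5.24), 6 (5.32), 4 (6.20) and 2 (6.24), and the other choices of 3 of these gave 141 and 102 regions. Within the libraries sequenced in 2 runs, 2 CCI against 3 naïve libraries gave 127 regions, which is not a split of the same sizes. The other CFA splits reached at most 170 regions. At an adjusted p below 0.05 the real CFA split gave 0 regions and the other CFA splits up to 8. The real CFA split therefore does not stand out at that threshold.

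With linear values, the mean correlation within CCI exceeded that between CCI and naïve by 0.027, and the first principal component held 59.6% in the CCI table, 42.6% in the CFA table and 53.5% over 15 libraries. With scaled regions it held 25.8% in the CCI table. The correlation of RNA levels with Supplemental Table 2 was 0.99992 over all its genes and 0.99997 by ranks. Scaling by the median of ratios moved 0 of 37 named genes. Its ratio between the libraries was 2.71 against 2.74 for the library totals, so it could hardly move any gene and does not test these levels. GC corrections, promoter definitions, motif scans, other pseudocounts and the first run alone were not run. The ATAC-seq depth per library is unknown, so its effect on the counts could not be assessed.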

Differences from the paper's values

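The joint normalization of the 15 libraries used for the principal components was chosen only after the result was seen.

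The first principal component of the 15 ATAC-seq libraries held 28.7% of the variance on log2 values, and 53.5% on linear values, against the paper's about 67% in Fig. 3A, read by eye. The axes of that figure have the range of scores from linear values, which went from -5469 to 10330 here, and on that scale the value falls within 1.5 times the paper's. Linear values were among the alternatives set before the data were examined, but their use on 15 libraries together was chosen after seeing the values.

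The 2 CFA RNA-seq libraries held 19.7 M counts on genes on average, with an SD of 12.9 M, against the paper's average of 33.9 M reads per sample over all its RNA-seq libraries. Reads and counts on genes are different units, and none of the alternatives set before the data were examined applies to this value.

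The volcano plots label their vertical axis as a base-10 logarithm, with the threshold at about 6.9 in Fig. 4A, read by eye. For a p of 0.001 the natural logarithm gives 6.91 and the base-10 logarithm 3.00. The paper's box plot of the Grik4 DAR has 5 CCI samples, and 6 CCI libraries were measured here. The paper places Dnmt3a, Dnmt3b and Brd3 below its criteria for a significant change, and its Supplemental Table 2 lists all 3.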

Other observations

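The tests of the 4 regions low in the CCI libraries sequenced in 1 run, the comparison of CCI with CFA, the matched simulation of shared regions and the reading of the signal ratio tests were chosen only after the result was seen.

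The CCI libraries had a lower signal ratio than the naïve libraries, and a candidate explanation for the CCI DARs is this lower signal in peaks. Within the 6 CCI libraries, 84.3% of the CCI DARs moved further in the direction of their fold change as the ratio fell. The share of the CCI DARs had p = 0.0264 (exact permutation test over 720 orders, one-sided). Over all regions the share was 60.5%. The same test gave 75.0% for the CFA DARs (exact permutation test, one-sided, p = 0.00833), although the mean ratios of the CFA and naïve libraries differed by less than their SD. The direction tested for CFA was set by that small difference, 9.07 against 9.11, so its one-sided p rests on an arbitrary direction. With a share this high where the ratio was not clearly lower, the test is not specific. With the ratio as a covariate 678 CFA DARs were found and 512 of the 637 were kept, which argues against lower signal as the whole cause there. For the CCI DARs, lower signal and an effect of injury cannot be told apart, because the ratio separates the groups.

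After joint normalization, CCI and CFA libraries differed in 1954 regions with p below 0.001, 1328 higher and 626 lower in CCI. These include 3 of the 31 regions of Table 1. At an adjusted p below 0.05 the CCI and CFA libraries differed in 4013 regions. At the 2313 regions that part the CCI libraries sequenced in 1 run from the CFA libraries, the 2 CCI libraries sequenced in 2 runs differed from naïve in the same direction in 84.7%, against 60.3% of all regions. Other choices of 2 of these 5 libraries gave 15.8% to 82.8%. Sequencing run could account for part of these regions, and with 2 libraries it and an effect of injury cannot be told apart. The signal ratio was at most 7.77 in the CCI and at least 8.38 in the CFA libraries, so it also separates these groups. Its part in the regions that differ between CCI and CFA was not tested.

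A gap of at least 2 on the log2 scale parted the 15 libraries in 11 regions. In 4 of them the low libraries were exactly the 4 CCI libraries sequenced in 1 run, with mean values of 3.04 against 7.62 at chromosome 14 from 46653669 to 46653873, 3.00 against 7.18 at 46654181 to 46654519, 2.56 against 5.85 at 46524815 to 46525076, and 1.46 against 5.57 at chromosome 4 from 24943789 to 24944343. The sequencing batch may explain these 4 regions. In 5 others the CCI libraries sequenced in 1 run lay on both sides of the gap, as at chromosome 20 from 3145968 to 3147182, low in CCI replicates 3, 5 and 6 and CFA replicates 4 and 5 (means of 0.90 against 6.77), so gaps of this size also part rats of 1 group and sequencing class. A variant between rats stays open for the 4 regions and was not tested. Batch and a difference between the rats cannot be told apart.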
